A study of Mus musculus with 12 samples.

How the data were processed

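RNA was sequenced from microglia and astrocytes that had been sorted by flow cytometry from whole mouse brain. Per the labels, the mice were 8 to 9 weeks old, were wild type (WT) or knockout (KO) for Kpna4, the gene of the nuclear import receptor importin α4, and had received 1 mg/kg lipopolysaccharide (LPS, a bacterial cell wall component that triggers inflammation) by intraperitoneal injection 20 h before dissection. The labels give 4 groups of 3 libraries, microglia WT, microglia KO, astrocytes WT and astrocytes KO. The animal numbers in the labels show that 6 animals, 3 of each genotype, gave 1 microglia and 1 astrocyte library each. Untreated mice were not analysed here. Per the labels' protocols, brains were digested enzymatically, total RNA was extracted with a column kit, full-length cDNA was made with a SMART-Seq HT kit and Nextera libraries were prepared from it. Full-length cDNA amplification from few cells uses no molecular identifiers, so the counts hold amplified copies.

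The authors deposited 1 table of estimated counts per gene symbol for each cell type, with 40853 symbols and 1 column per library. The names of the tables refer to the aligner STAR, and per the file headers the columns end as the per-gene output of RSEM does. The aligner version, the genome build and the annotation are not given in the sources used here, so no coordinates are printed. The values are not normalized: the library totals differ, and 3.44% to 5.27% of the values above 0 were not whole at a tolerance of 0.001, as happens when reads that match several genes are divided between them. The estimated counts were rounded to whole numbers before any test. All 12 columns of values were matched to a library by name. Totals were 10.3 M to 14.5 M counts in microglia and 10.7 M to 15.6 M in astrocytes. Floors and errors from counts cover counting error only, since amplified copies are not independent molecules. The pairs of libraries within a group differed by far more than sampling noise, with a chi-square per degree of freedom of 32.0 to 127, so no library was taken for a repeat of another.

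CPM, the usual scaling of counts to a common library total, were computed from the rounded counts and the library total. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM factors, the default filter of low counts (filterByExpr, minimum count 10) and Benjamini-Hochberg adjustment, fitted to the 6 libraries of each cell type separately, with genotype as the only term. A gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The difference between the genotype effects of both cell types was tested as an interaction contrast in 1 fit of all 12 libraries. Gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and an inter-gene correlation preset to 0.01, and the 11 tests of lists and cell types were adjusted together. The tested lists were proinflammatory mediators, NF-κB targets and interferon-responsive genes in both cell types, homeostatic and disease-associated microglia genes in microglia, and pan-reactive, A1 and A2 reactive genes in astrocytes. Lists of markers of brain cell types, sex-linked genes, importins and immediate early genes induced by dissociation served to describe the libraries. A list score is the mean log2 CPM of the list's tested genes in a library, and single values of 3 against 3 libraries were compared with 2-sided exact permutation tests, whose smallest possible p is 0.1.

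The lists, the tests, the alternatives not stated otherwise and the rule for the genes named were chosen before the data were examined. The rule names Kpna4 and the other importins; per cell type the 5 largest rises and falls among called genes whose KO and WT libraries do not overlap, leaving out symbols that are clone or model names, or, if no gene qualifies, the 3 with the smallest unadjusted p; up to 5 genes per list with a p under 0.05 adjusted over the list alone; the 5 genes with the smallest adjusted p among those called for the difference between cell types; up to 8 genes called in both cell types; and sex-linked or marker genes where a library stands apart.

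The microglia and the astrocyte library of an animal are paired by the animal number in the labels. Their deviations from the group means correlated across genes at 0.029, 0.124 and 0.156 in the WT animals and at 0.089, -0.003 and 0.112 in the KO animals. No statement in the labels pairs a WT with a KO animal.

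The alternatives were DESeq2 1.42.0 (Wald test), DESeq2 size factors in edgeR, no filter beyond 1 count, a filter with a minimum count of 50, a minimum absolute log2 fold change of 1 beside the adjusted p, limma voom with quality weights, counts thinned to the smallest library, each replicate left out, the replicate number or the animal as a block, all 12 libraries in 1 fit, and the marker score of the other sorted type as a covariate. For the lists they also included fry, an inter-gene correlation estimated from the data and a prior count of 0.5. Offsets or trends for GC content and length, a choroid plexus marker score as a covariate and the removal of 8 abundant non-coding RNAs were added after the data were seen, as were all alternatives of the Kpna4 difference between cell types, of the correlation between cell types and of the joint list of markers of other brain cells. GC content and length were taken from the longest GENCODE transcript of each symbol; 91.6% of the genes tested in microglia and 91.3% of those tested in astrocytes had a value.

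The tests were run on simulated counts first, drawn from the means, dispersions and library sizes of the real genes with 200 genes changed. In the simulation of the microglia comparison, over 14191 genes, edgeR recovered 69.0% of the genes changed by a log2 fold change of 2 and 14.0% of those changed by 1, with 6 false calls among 89. DESeq2 recovered 77.0% and 30.0%, with 24 false calls among 131. In the simulation of the astrocyte comparison, over 15755 genes, edgeR recovered 51.0% and 9.00% with 1 false call among 61, and DESeq2 66.0% and 21.0% with 34 false calls among 121. For the difference between cell types, over 17294 genes, edgeR recovered 15.0% of the genes changed by 2 and 0 of those changed by 1.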

Results

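The transcriptomes of sorted microglia and astrocytes were compared between mice labelled WT and mice labelled KO for Kpna4, all 20 h after LPS. The comparison asks which glial genes respond differently to an inflammatory stimulus without importin α4, an adaptor that carries proteins with a nuclear localization signal into the nucleus. Each of the 4 groups had 3 libraries. Totals ranged from 10.3 M to 14.5 M counts in microglia, with 16827 to 20905 genes with a count, and from 10.7 M to 15.6 M in astrocytes, with 15791 to 19800 genes. The 8 abundant non-coding transcripts mt-Rnr1, mt-Rnr2, Rpph1, Rn7sk, Rn7s1, Rn7s2, Rmrp and Malat1 took 11.8% to 15.4% of the microglia counts and 26.2% to 39.5% of the astrocyte counts.

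Kpna4 itself was examined first. In microglia it was at 84.4 ± 14.8 CPM (SD, n = 3) in the libraries labelled WT and at 69.0 ± 9.41 CPM (SD, n = 3) in the libraries labelled KO, from 811 to 1170 counts per library. The log2 fold change was -0.31 (SE 0.21) and edgeR's adjusted p was 0.778. In astrocytes it was at 49.6 ± 8.81 CPM in the libraries labelled WT and 64.4 ± 18.6 CPM in those labelled KO (SD, n = 3 each), from 471 to 1249 counts, with a log2 fold change of 0.47 (SE 0.23, edgeR adjusted p 0.999). Neither difference passed the test. The microglia means lay farther apart than either SD, but WT and KO libraries overlapped in both cell types, and no library was near 0. The alternative that moved the microglia value most was the marker score of the other sorted type as a covariate, at -0.57, and in astrocytes it was leaving out KO replicate 3, at 0.33. The counts sum the whole gene, and the part of Kpna4 that was deleted is not given in the sources used here, so these values do not check the genotype labels. All statements below on KO refer to the libraries labelled KO. In the single fit of all 12 libraries, where the log2 fold changes were -0.40 in microglia and 0.47 in astrocytes, the change in astrocytes minus that in microglia was 0.87 (SE 0.30, unadjusted p 0.0118, edgeR adjusted p 0.614 over 17294 genes).

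**Figure D1:**
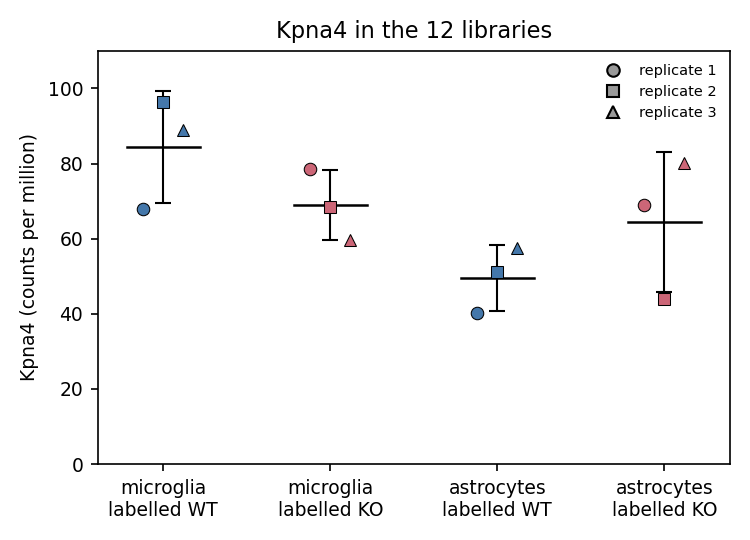
Kpna4 in CPM (vertical axis) in each of the 12 libraries, by cell type and genotype label (horizontal axis); symbols are replicates, horizontal lines the mean and bars the SD of 3 libraries. The libraries labelled KO lie between 59.8 and 78.6 CPM in microglia and between 43.8 and 80.2 CPM in astrocytes, overlapping the WT libraries in both.

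The other importins were measured in the same way. Kpna1, Kpna2, Kpna3, Kpna6 and Kpnb1 had log2 fold changes between -0.11 and 0.36 in microglia and between -0.20 and 0.44 in astrocytes, with edgeR adjusted p between 0.727 and 0.994 in microglia and of 0.999 in astrocytes. The direction of Kpna1 and Kpna6 in microglia and of Kpna3 and Kpna6 in astrocytes changed under some alternatives. Kpna7 had 0 counts in all 12 libraries, which allows up to 3 counts per library.

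In microglia, edgeR called 0 of 14191 genes between KO and WT at an adjusted p under 0.05, and the smallest adjusted p was 0.394. At an unadjusted p under 0.05 there were 1053 genes, 7.42% of those tested, against 5% by chance, and 719 of them were lower and 334 higher in KO. The excess was not stable: there were 678 genes, or 4.61%, without WT replicate 1 and 788, or 5.16%, without KO replicate 2. With the marker score of the other sorted type as a covariate there were 685, or 4.83%. Over all alternatives the share ran from 4.61% to 12.4%, the latter with the choroid plexus marker score as a covariate. DESeq2 called 41 genes, of which 35 were lower in KO, and voom called 0. Without a filter on low counts edgeR called 121 genes, the largest count of any alternative. In that fit the gene Meg3 had a larger SE than in the main fit (0.42 against 0.34) but a smaller unadjusted edgeR p (3.44e-06 against 5.14e-05). Such p follow from a normal distribution of the change over its SE. They leave out the error of a spread estimated from 3 libraries per group, so these 121 calls are not taken as findings. The CPM of KO and WT libraries did not overlap in 13.1% of the genes, where chance gives 10%. The common biological coefficient of variation was 0.393.

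The 3 genes with the smallest unadjusted p in microglia were all lower in KO. Meg3, a long non-coding RNA, was at 18.1 ± 2.39 CPM in WT and 4.71 ± 0.257 CPM in KO (SD, n = 3), a log2 fold change of -1.96 (SE 0.34, edgeR adjusted p 0.394). Parva fell from 14.0 ± 4.73 to 2.78 ± 1.19 CPM, a log2 fold change of -2.34 (SE 0.45, edgeR adjusted p 0.394). Myh10 fell from 47.0 ± 8.12 to 20.7 ± 1.82 CPM, a log2 fold change of -1.21 (SE 0.24, edgeR adjusted p 0.394). In each of these genes all 3 KO libraries were below all 3 WT libraries. DESeq2 gave adjusted p of 0.00188, 0.00491 and 0.00732 for Meg3, Parva and Myh10. Over the 19 alternatives the adjusted p ran from 0.00146 to 0.980 for Meg3, from 0.00108 to 0.980 for Parva and from 0.00246 to 0.980 for Myh10. The lowest values came from the fit without a filter on low counts. The highest came with the marker score of the other sorted type as a covariate, where the log2 fold changes were -1.75, -1.78 and -1.47.

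In astrocytes, edgeR called 0 of 15755 genes, with a smallest adjusted p of 0.327. There were 373 genes at an unadjusted p under 0.05, 2.37% of those tested, 195 lower and 178 higher in KO. Without KO replicate 3 there were 962, or 5.90%. DESeq2 called 6 genes, Col16a1, Gm14434, Gm2026, Gm41693, H2ac7 and Zar1, of which all but Col16a1 are named after their values were seen; 5 of the 6 had no count in at least 2 of the 3 libraries of a group. Voom called 0. The common biological coefficient of variation was 0.481, and the libraries did not overlap in 8.13% of the genes, where chance gives 10%. The smallest unadjusted p belonged to Gm2026, which has only a model name. Leaving out such names, the 3 genes with the smallest unadjusted p encode collagens and were lower in KO. Col16a1 was at 72.4 ± 5.64 CPM in WT and 30.2 ± 5.51 CPM in KO (SD, n = 3), a log2 fold change of -1.16 (SE 0.22, edgeR adjusted p 0.999). Col5a3 had a log2 fold change of -1.22 (SE 0.27) and Col11a2 of -1.16 (SE 0.28), with the same adjusted p.

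The difference between the genotype effects of astrocytes and microglia passed the threshold in 0 of 17294 genes by edgeR, with a smallest adjusted p of 0.118. At an unadjusted p under 0.05 there were 1102 genes, and 894 of them had the higher effect in astrocytes. The median difference over all genes in this fit was 0.16 on the log2 scale. In the separate fits the median log2 fold changes were near 0, at -0.00129 in microglia and -0.00684 in astrocytes. The skew to astrocytes may thus come in part from the scaling of both cell types in a single fit. DESeq2 called 73 genes and voom 0. No gene was called in both cell types, so 0 genes were called with the same sign. Among the 13088 genes tested in both, the log2 fold changes correlated across genes with a Spearman rho of 0.170; genes are not independent replicates. Of the genes at an unadjusted p under 0.05 in both cell types, 37 changed in the same direction and 2 in opposite directions.

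Of the 11 tests of gene lists, camera called 2, the interferon-responsive genes in each cell type, and both were lower in KO. In microglia 21 of 25 genes were lower, with a median log2 fold change of -0.27 and a camera adjusted p of 5.21e-04. In astrocytes 24 of 26 genes were lower, with a median of -0.67 and a camera adjusted p of 1.39e-07. Neither call held under fry, where both adjusted p were 0.224, or with the inter-gene correlation estimated from the data, where both were 0.365. The score of the list was 5.60 ± 0.07 in WT and 5.21 ± 0.14 in KO microglia, and 4.10 ± 0.39 in WT and 3.43 ± 0.30 in KO astrocytes (SD, n = 3 each). All 3 KO libraries were below all 3 WT libraries in both cell types, for which the exact permutation p is 0.1, the smallest that 3 against 3 allows. In microglia the camera adjusted p was 0.114 without WT replicate 2 and 0.059 without KO replicate 2, where the median was -0.12. In astrocytes the largest adjusted p with an animal left out was 9.99e-04. For the difference between cell types the camera adjusted p of this list was 0.125 over 3 lists, so the larger change in astrocytes was not shown to differ. The proinflammatory and the NF-κB lists had adjusted p of 0.520 for this difference. Adjusted over the list alone, 0 interferon genes were called in either cell type, as over all genes, while 7 in microglia and 8 in astrocytes had an unadjusted p under 0.05.

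**Figure D2:**
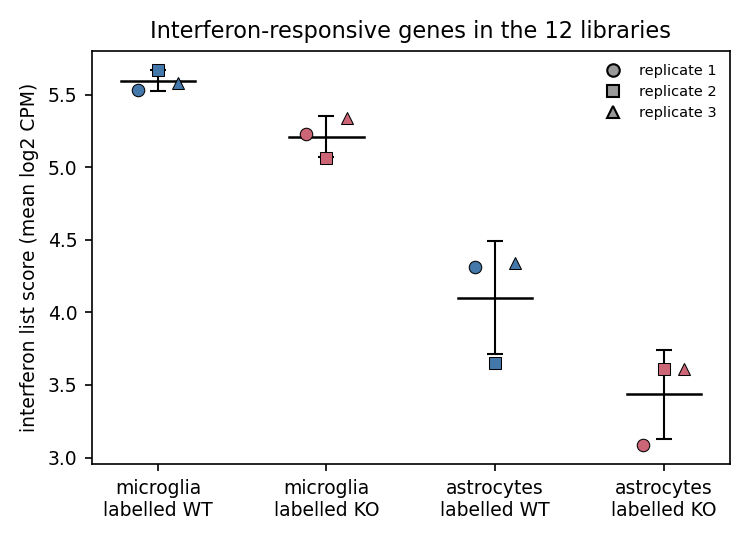
Mean log2 CPM of the interferon-responsive genes (vertical axis; 25 genes in microglia, 26 in astrocytes) in each library, by cell type and genotype label (horizontal axis); symbols are replicates, horizontal lines the mean and bars the SD of 3 libraries. All KO libraries lie below the WT libraries of their cell type; the closest in astrocytes are 3.61 (KO) and 3.65 (WT).

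**Figure D3:**
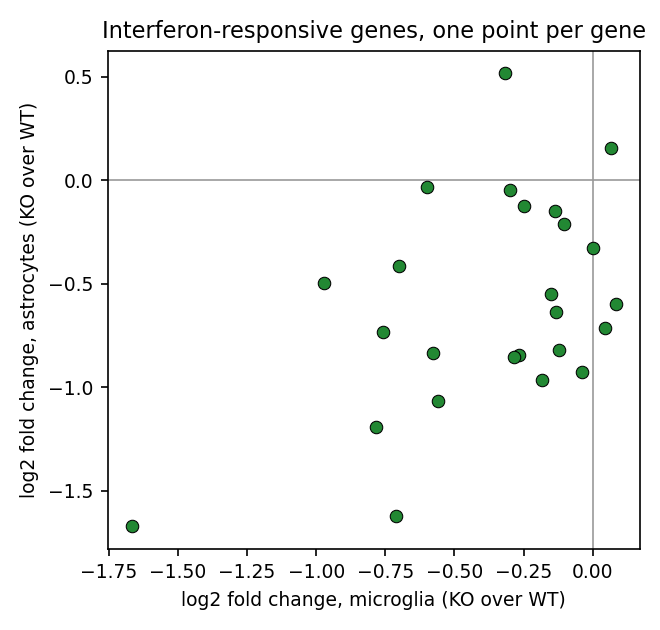
Log2 fold change of KO over WT in astrocytes (vertical axis) against that in microglia (horizontal axis), one point for each of the 25 interferon-responsive genes tested in both cell types. Of these, 20 were lower in KO in both cell types and 1 was higher in both.

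The other 9 list tests did not pass. The proinflammatory list was higher in KO microglia, with a median log2 fold change of 0.22, 11 of 18 genes higher and a camera adjusted p of 0.132. In astrocytes 7 of 12 genes of that list were higher, and its median of 0.09, its mean of -0.10 and the upward direction of camera differed in sign (adjusted p 0.551). Without WT replicate 1 the list was called as higher in both cell types, at adjusted p of 0.00538 in microglia and 0.0479 in astrocytes, the lowest of 16 alternatives, whose highest was 0.998 in both. The NF-κB target list was lower in both, with 12 of 17 genes lower in microglia (median -0.18) and 12 of 16 in astrocytes (median -0.23), both at an adjusted p of 0.132. With a minimum count of 50 the astrocyte list was called at 0.0291, the lowest of 16 alternatives, whose highest was 0.682. The homeostatic and disease-associated microglia lists had adjusted p of 0.629 and 0.588, with medians of 0.05 and 0.10. The pan-reactive, A1 and A2 astrocyte lists had adjusted p of 0.708, 0.588 and 0.962, with medians of -0.09, 0.03 and 0.10; for A1 and A2 the mean and the median differed in sign. Adjusted over the list alone, as over all genes, edgeR called 0 genes of these lists. At an unadjusted p under 0.05 there were 4 proinflammatory, 2 NF-κB target, 1 homeostatic and 3 disease-associated genes in microglia, and 3 A1, 1 pan-reactive and 0 other genes in astrocytes.

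Marker genes of cell types other than the one sorted took 0.442% ± 0.245 of the CPM in WT and 0.238% ± 0.082 in KO microglia (SD, n = 3; exact permutation p 0.3). In astrocytes they took 0.525% ± 0.201 in WT and 0.384% ± 0.072 in KO (SD, n = 3; exact permutation p 0.4). WT and KO libraries overlapped in both cell types. The difference in microglia was -0.20 percentage points and moved most without WT replicate 3, to -0.06. Microglia markers took 2.36% to 3.08% of the CPM in microglia and 0.0276% to 0.0943% in astrocytes, and astrocyte markers took 1.61% to 2.11% in astrocytes and 0.0333% to 0.0703% in microglia. The Y-linked gene Ddx3y was at 52.9 CPM or more in all 12 libraries, Eif2s3y at 33.0 or more, Uty at 30.6 or more and Kdm5d at 15.6 or more, while Xist was at 3.33 CPM or less. No library stood apart in these genes. The immediate early genes induced by dissociation had scores of 9.03 ± 0.61 in WT and 9.11 ± 0.11 in KO microglia (SD, n = 3 each; exact permutation p 0.9). In astrocytes the KO minus WT difference of this score was -0.19 (exact permutation p 0.7).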

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

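The alternatives that test depth and single animals were fixed for the count of genes that differ between the cell types, and they were applied to Kpna4 only after the data were seen. The offsets for GC content and length were added after the data were seen too, and reading Kpna4 by its unadjusted p was decided with that p known. Kpna4 was picked out on the unadjusted p of the test of the difference, while other genes needed an adjusted p under 0.05. In the single fit of all 12 libraries the log2 fold change of KO over WT was -0.40 in microglia and 0.47 in astrocytes. The fit of microglia alone gave -0.31. The difference of 0.87 had an unadjusted edgeR p of 0.011838, while its adjusted p of 0.614 over 17294 genes does not pass. The median difference over all genes in that fit was 0.16, so part of the 0.87 may be a shift shared by all genes. Neither change passed the adjusted threshold by itself. In that fit edgeR's unadjusted p was 0.0809 for the change in microglia and 0.0451, under 0.05, for that in astrocytes. Sequencing depth is argued against as the whole cause of the difference, since its p was 0.0118 with all libraries thinned to the smallest total. GC content and length stay open: with offsets for both the difference was 0.68, with a p of 0.0427, and of 0.0504 with the animal as a block too. Of 15 alternatives 10 kept the unadjusted p under 0.05; without a low-count filter it was 0.0736. The value also rested on single animals. Without KO replicate 3 the difference fell to 0.45 and its p rose to 0.249. Without WT replicate 2 the difference was 0.64 (p 0.123) and without KO replicate 1 it was 0.83 (p 0.0571), so one animal alone may carry the pattern. Without WT replicate 1, WT replicate 3 or KO replicate 2 the difference was 0.83, 0.90 and 0.88. The p of 0.011838 for the difference was the smallest among the 10 splits of the 6 animals (1 of 10), but 10 splits cannot exclude chance. An effect of the targeted allele on the transcript that differs between cell types is a biological explanation the design allows, and it was not tested. The labels do not give the part of the gene that was removed.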

How the results depend on the processing

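The offsets for GC content and length, the choroid plexus covariate and the removal of 8 abundant non-coding RNAs were chosen after the data were seen, as were all alternatives of the Kpna4 difference, the rho and the joint marker list. Unless stated otherwise, the cause of a change was not tested.

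The count of genes called in microglia, 0 in edgeR, became 41 with DESeq2, 121 without a low-count filter, 41 with all 12 libraries in one fit and 18 with the choroid plexus covariate; it was between 0 and 2 with each replicate left out, the 2 being Gm22614 and Gm24830 without KO replicate 2. With the replicate number as a block, given below with its own limits, it was also above 0; it stayed at 0 under the remaining alternatives. Of the 121, 110 were lower in KO. Of the 41 genes of the single fit 15 were shared with DESeq2, and of the 121 genes 32. In astrocytes the count became 6 with DESeq2, 17 without a filter and 1 (Npcd) without WT replicate 1, with a range of 0 to 1 over the replicates left out. Without a filter 6 genes (Bcas1, Gm24497, H3c14, Hspa1a, Mbp and Mobp) were called in both cell types with one sign. All calls of the fits without a filter carry the limit given in the Results for the 121 genes. The count for the difference between cell types became 73 with DESeq2 (64 higher in astrocytes), 160 without a filter, and 0 to 6 with an animal left out: Lrch4 without WT replicate 2, and Gpc6, H2ac13, Ntsr2, Plcd4, Sfrp5 and Slc24a4 without KO replicate 3. Genes named here outside the rule were chosen after their values were seen.

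The labels do not say that a number links a WT with a KO animal. Libraries with the same number deviated together at 0.14, 0.06 and 0.25 in microglia and -0.02, 0.05 and 0.27 in astrocytes, and WT and KO libraries with different numbers at -0.19 to 0.12. Only the numbers 3 stand out in both cell types, so the fit without a block was kept, and a batch behind the numbers 3 stays open. With the replicate block edgeR called 30 genes in microglia, all lower in KO, 12 of them shared with DESeq2, and 18 with the offsets and the block; in astrocytes it called 0. Kpna4 was -0.31 and 0.47 with the block. The animal block for the difference between cell types called 0. The median of the A2 list became -0.045 with the block. Meg3 and Parva were called with the block (adjusted p 0.0311 and 0.0288).

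The 2 called lists became 0 under fry, with the medians of the interferon list at -0.27 and -0.67, and 0 under the estimated correlation, with the same medians of -0.27 and -0.67. With each animal left out 1 to 4 lists were called; the 4 without WT replicate 1 add the proinflammatory list in both cell types, and the 1 without WT or KO replicate 2 is the astrocyte interferon list. The interferon median ranged from -0.39 to -0.12 in microglia over these and from -0.86 to -0.52 in astrocytes. Its adjusted p ran from 2.68e-05 to 0.365 in microglia and from 1.78e-10 to 0.365 in astrocytes over all 16 alternatives. Medians of uncalled lists changed sign: pan-reactive 0.056 with the purity covariate and -0.36 to 0.19 with an animal left out, A1 -0.22 to 0.21, A2 -0.21 to 0.52, proinflammatory in astrocytes -0.20 to 0.55 and homeostatic -0.014 to 0.13.

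Kpna4 kept its direction and stayed uncalled under all 19 alternatives, from -0.57 to -0.20 in microglia and from 0.33 to 0.58 in astrocytes. Kpna6 in microglia became -0.018 with the minimum of 50 counts, -0.081 with all 12 libraries and -0.17 to 0.31 with a library left out. In astrocytes it became 0.061 with voom, 0.051 with the offsets and -0.38 to 0.29 with a library left out. Kpna1 in microglia ranged from -0.30 to 0.029 and Kpna3 in astrocytes from -0.35 to 0.076 in the same way. In microglia Kpna1 and Kpna6 moved most with covariates: Kpna1 to -0.74 with the purity covariate and -0.64 with the choroid plexus covariate, and Kpna6 to 0.71 with the purity covariate. Meg3, Parva, Myh10, Col16a1, Col5a3 and Col11a2 stayed lower throughout. Of 19 alternatives each they were called in 3, 5, 3, 2, 1 and 0. For all but Col11a2 these include the fit without a filter, with the limit given in the Results. The percent of CPM from other cell types moved by less than the SD pooled over WT and KO under all 8 alternatives, from -0.28 to -0.06 in microglia and -0.25 to -0.05 in astrocytes. The rho between cell types ran from 0.0713 to 0.219. In simulated comparisons of this depth and number edgeR recovered 14.0% of the genes changed by a log2 fold change of 1 in microglia and 9.00% in astrocytes, so most changes of that size in single genes would be missed.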

Other observations

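The tests chosen only after the result was seen are the lowest Kpna4 library, the whole Kpna4 values, the gap between endothelial and oligodendrocyte markers, the thinned gene count of astrocyte KO replicate 2, the GC correlation without WT replicate 1, the removal of GC content and length trends, and every alternative of the joint marker list.

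Kpna4 did not pass the test as lower in the libraries labelled KO in either cell type, and WT and KO libraries overlapped. A swap of WT and KO labels around an allele that removes the transcript is argued against, since the lowest of the 12 libraries still had 73.9% of the median Kpna4 CPM of its cell type. Reads divided between Kpna4 and its paralog Kpna3 are argued against too, since the deposited Kpna4 value was not whole in 0 of the 12 libraries. An allele that leaves most of the transcript in place, or animals that all carry an intact gene, may both give such values; these stay open, as no exon-level values were analysed here. DNA of another strain around a targeted locus could show as changed neighbours: of the 50 tested genes nearest to Kpna4 by gene order in GRCm38.p6, 25 on each side, 3 in microglia and 2 in astrocytes had an unadjusted p under 0.05. One-sided Fisher exact p were 0.728 and 0.332 against the other genes, which excludes nothing at this number.

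The interferon-responsive genes were lower in KO in both cell types by camera. Trends on GC content and length are argued against as the whole cause. With them removed the medians were -0.19 in microglia and -0.65 in astrocytes, and the larger of both camera p was 5.45e-06. RNA of the other sorted type is argued against by a larger p of 3.03e-05 with its marker score as a covariate, and depth by 6.14e-05 on thinned counts. One library alone is argued against by a largest unadjusted p of 0.0207 with any animal left out, although in microglia the adjusted p then passed 0.05 without WT replicate 2 (0.114) and without KO replicate 2 (0.059). Chance stays open: 1 of the 10 splits of the 6 animals, the real one, was as far from 0 with one sign in both cell types, and 10 splits cannot exclude it. Within a single cell type mixed splits came close. As a normal score of the camera p they reached -4.98 in astrocytes (real split -5.69) and 3.39 in microglia (real split -3.90). Small camera p at the preset correlation thus show that the change remained under each setting, not that it is beyond chance. The list shares 2 of its 26 genes with other lists, and 23 of them averaged above 10 CPM in microglia. A lower interferon response in the mice labelled KO is a hypothesis in line with these tests, and neither fry nor an estimated correlation called it. An infection or LPS response that differed between cages would look alike, since both cell types come from the same animals, and was not tested.

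Markers of other brain cells were lower in KO microglia: 43 of 51 tested genes of astrocytes, neurons, oligodendrocytes, their precursors, endothelial, mural and ependymal or choroid plexus cells, with a median log2 fold change of -0.76 and a camera p of 4.00e-08 (fry p 0.129, estimated correlation p 0.131). Of 22 tests of single marker lists, camera called 4, all lower in KO microglia: astrocyte (adjusted p 0.00248), endothelial (0.00332), ependymal and choroid plexus (0.00973) and mural (0.0168). The other 18, which cover microglia, neuron, oligodendrocyte, precursor, neutrophil and monocyte, border macrophage and erythroid lists in both cell types and the former 4 in astrocytes, had adjusted p of 0.0877 to 0.988. The lymphocyte markers were at 3.88e-05% of the CPM or less. Fry and the estimated correlation called 0 of the 22. Of the 57 listed genes 16 averaged above 10 CPM in microglia and 1 is in another list. Trends on GC content and length are argued against by a camera p of 1.26e-10 with them removed, depth by 7.67e-09 on thinned counts, and one library alone by a largest p of 5.96e-04, without WT replicate 3. These p rest on the preset correlation, so they show that the change remained, not that it is beyond chance. Chance cannot be excluded, as 2 of the 10 splits, the real one included, were as far from 0. The other one put the WT and the KO animal numbered 3 in one group, so it may measure a batch behind that number. Such a batch is not needed for a value of about this size. As a normal score of the camera p, the real split had 5.49 and the other one 6.07. Putting WT replicates 1 and 3 with KO replicate 1 or 2, which keeps the animals numbered 3 apart, gave 5.31 and 4.05. The remaining splits had at most 2.94, so every high score had WT replicates 1 and 3 in one group. Fewer cells of every other type alike stay open. Endothelial and oligodendrocyte scores moved apart by -0.99 (SE 0.33), but this pair was picked from 7 classes after their values were seen. Of 9 oligodendrocyte markers 5 were higher in KO, with a median log2 fold change of 0.14. For endothelial markers these values were 0 of 8 and -1.44. Yet the endothelial score was 3.21, 1.11 and 3.44 in the WT libraries and 1.49, 1.24 and 1.63 in KO (exact permutation p 0.4). WT replicate 2 was thus the lowest of all, and WT replicates 1 and 3 carry the difference. Ependymal and choroid plexus scores overlapped as well (exact permutation p 0.2). Astrocyte and mural scores did not overlap (exact permutation p 0.1, the smallest possible). The oligodendrocyte markers Mbp and Mobp were lower in KO, but their WT SDs were close to or above the means (436 ± 430 and 228 ± 273 CPM). Fewer cells or less free RNA of some types in the KO sorts, choroid plexus among them, may explain the lower markers, and this was not tested. Its most abundant markers Ttr and Enpp2 were at 1235 ± 613 and 1143 ± 724 CPM in WT and 541 ± 237 and 456 ± 277 CPM in KO microglia, while in astrocytes Ttr was at 650.3 ± 272 and 508 ± 89.1 CPM and Enpp2 at 484 ± 190 and 371 ± 91.5 CPM. In microglia Slc1a2 was at 263 ± 114 and 157 ± 7.49 CPM, while Slc1a3 hardly differed, with means of 136 and 131 CPM, Slco1a4 at 13.2 ± 7.39 and 6.29 ± 0.582 CPM, Rgs5 at 9.32 ± 6.34 and 4.34 ± 2.92 CPM (SD, n = 3 each).

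Other splits of the 6 animals into 3 and 3, the real one included, set a scale for the counts, and since 10 splits never give a share under 0.1 none of them can exclude chance. The 1053 genes at an unadjusted p under 0.05 in microglia (678 without WT replicate 1) were reached by 3 of 10 splits, and the 373 in astrocytes (962 without KO replicate 3) by 6 of 10. The counts of 0 called genes in microglia, in astrocytes and for the difference between cell types are reached by all 10 by construction, which says nothing on chance. The 2 called lists were reached by 3 splits, the rho of 0.170 between cell types by 3, the 41 DESeq2 calls in microglia by 3 and the 6 in astrocytes by 7. One split that mixed WT and KO animals gave 153 DESeq2 calls in microglia and another 155 in astrocytes. Both put the WT and the KO animal numbered 3 in one group, so they may measure a batch behind that number and not chance. The mixed splits that reached the 1053 genes, the rho and the 41 DESeq2 calls in microglia did so as well. The 373 genes and the 6 DESeq2 calls in astrocytes and the 2 lists were also reached with these animals apart.

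The library numbered 3 had the least Rpph1, the RNA of ribonuclease P, in every group: 1.16% of the counts in WT and 1.40% in KO microglia, and 0.998% in WT astrocytes, against 2.28% to 9.89% in the libraries numbered 1 and 2 of all groups. The KO astrocyte library numbered 3 was also the lowest of its group. A technical batch that follows the number is a candidate explanation. With genotype in the model, edgeR called 18 genes in microglia and 71 in astrocytes between the number 3 and the others, against 1 and 0 for the number 1 and 0 and 0 for the number 2. The unadjusted p was under 0.05 for 1610 and 1391 genes for the number 3, for 776 and 316 for the number 1 and for 409 and 1244 for the number 2. A number holds 1 library per group, so genotype cannot be tested within it. The numbers 3 are only 2 animals, and no biological explanation was tested.

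Astrocyte KO replicate 2 stood apart from the other astrocyte libraries: its median Spearman rho with them was 0.905, against 0.933 to 0.946 for the others, and the 8 abundant non-coding transcripts took 39.5% of its counts, against 26.2% to 32.0%. At one total it had 15780 genes with a count and the others 16961 to 19517, so the library total is argued against as the whole cause of its low gene count. That total included the 8 non-coding transcripts, so the depth left for all other genes was not made equal and stays open as a cause. The rho and the non-coding share were not computed at one total, so the test does not reach them. A lower yield of cDNA may explain why this library stood apart but was not tested.

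Across genes, microglia log2 fold changes fell with GC content (Spearman rho -0.30) and with transcript length (-0.20); in astrocytes rho were -0.08 and -0.14. Microglia WT replicate 1, which had 20905 genes with a count, deviated most (rho 0.44 with GC content). Without it rho was -0.12, and without any one of the other microglia libraries it was -0.35 to -0.21. This library may account for part or all of the trend.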
